A study of Mus musculus with 12 samples.

How the data were processed

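Polyadenylated RNA was sequenced from mouse bone marrow-derived macrophages, which are macrophages grown from bone marrow cells in the growth factor M-CSF. Per the labels, cells were cultured for 6 days in M-CSF at 10 ng/ml, pre-treated for 1 h with vehicle (DMSO) or 50 nM ISRIB, and stimulated for 16 h with LPS at 10 ng/ml plus IFN-γ at 25 ng/ml to give M1-like cells. ISRIB is a small molecule that inhibits the integrated stress response, a pathway that lowers protein synthesis and induces the transcription factor ATF4. The labels name 4 groups of 3 biological replicates, vehicle M0, vehicle M1, ISRIB M0 and ISRIB M1, and each of the 12 samples took its group and replicate number from its title. The labels do not spell out what M0 cells received during the stimulation.

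Strand-specific TruSeq mRNA libraries were sequenced on an Illumina NovaSeq instrument, per the labels' protocols. The authors deposited a table of whole-number counts per gene symbol, with 24552 symbols and a column for each of the 12 samples, and column names matched the sample descriptions. The authors also deposited a table of log2 values for the same symbols and samples. Per the values in both deposited tables, each log2 value was the log2 of the count divided by a size factor per library, plus 1, with the implied factor varying within a library by a relative 6.91e-09 at most. The aligner, the counting program and its strand setting, the genome build, the annotation and the scaling tool were not stated in the labels or headers, so it is not known how reads in overlapping or antisense genes were assigned.

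Total counts per library ranged from 439976 to 514037, so that 1 count was worth 1.79 to 2.57 CPM (counts scaled to a common library size with TMM). A share of 0 was read against a floor of 3 counts, which was 0.000584% to 0.000682% of a library. Such floors cover counting error only, since the reads carried no molecular identifiers. A fold against a group with no library above the floor was computed against the floor and is given as a lower bound.

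Counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 2356 genes holding 97.7% of all counts. Libraries were scaled by TMM. A model with a mean per group and no replicate block was fitted to all 12 samples, so that all groups shared the estimate of the spread, and the common biological coefficient of variation was 0.275. Each of 5 contrasts was tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), and p-values were adjusted over the 2356 genes by Benjamini-Hochberg with a threshold of 0.05. The contrasts were M1 against M0 in vehicle, M1 against M0 in ISRIB, ISRIB against vehicle in M1, ISRIB against vehicle in M0, and the interaction of ISRIB with polarization. Standard errors are those of the log2 fold change implied by its test statistic. Levels are given as TMM-scaled CPM, with the standard deviation over 3 replicates.

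Lists of integrated stress response targets, M1 inflammatory genes, chemotaxis and migration genes, interferon-stimulated genes and targets of the XBP1 and ATF6 arms were written from general knowledge before the data were examined. Each of the 5 lists was tested in 4 contrasts with camera from limma 3.58.1, two-sided, with an inter-gene correlation of 0.01 and a prior count of 2, and adjusted by Benjamini-Hochberg over the 20 tests. Genes to be named were chosen by a rule fixed beforehand. For each contrast these were the 5 genes with the largest increase and the 5 with the largest decrease among genes past the threshold with a mean of at least 50 counts and the same direction in all 3 same-numbered pairs. In addition 14 polarization and stress response genes were fixed in advance. Members of a list past the threshold over all tested genes in an ISRIB contrast were to be named, and there were 0.

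The replicate numbers come from the sample titles, and the labels do not say whether samples with the same number came from the same animal. Library numbers in the sample descriptions run consecutively within a replicate number, with gaps between replicate numbers. Whether samples with the same replicate number were handled together is not stated. The fit with the replicate number as a block was run as an alternative. Other alternatives set before the data were examined were DESeq2 size factors, upper-quartile scaling, the DESeq2 1.42.0 Wald test, limma-voom, limma on the deposited log2 values, no filter on low counts, a minimum mean of 50 counts, only the compared groups in the fit, a minimum absolute log2 fold change of 1, and leaving out each sample in turn. For the lists they were the rotation test fry, an inter-gene correlation estimated from the data, the block, DESeq2 size factors, the minimum mean of 50 counts, and leaving out each replicate number. Both further alternatives, counts halved and rounded up and only genes with an opposite-strand overlap, were chosen after seeing the data.

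The count tables give symbols only, so the reference annotation (GENCODE M21 and NCBI RefSeq, mouse GRCm38.p6) was used for names and for which genes overlap, and no coordinates are given. Of the symbols, 24038 matched by name and 148 by a synonym, and 366 did not match. A gene was called overlapping when an exon shared at least 1 base with an exon of another gene, on the opposite strand or on the same strand.

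The fit was tested on simulated counts with 200 genes changed by known folds, of which 186 were among the 2128 simulated genes tested. With a mean of at least 50 counts, 69.8% of the 43 genes changed 2-fold and 100% of the 41 genes changed 4-fold were recovered. Below that mean, 11.8% of 51 genes changed 2-fold and 52.9% of 51 genes changed 4-fold were recovered. Of 107 calls, 3 were false, and 1 gene was called in a contrast with no change. A seeded list of 20 genes gave a camera p of 5.1e-17, and 4 of 100 unchanged lists had p under 0.05. Each gene was simulated independently of the others. The simulation therefore does not show how the list test behaves for genes that vary together between libraries. Pairs of replicate libraries differed by a chi-square per degree of freedom of 4.13 to 6.05, so no pair agreed within sampling noise and none was treated as a library deposited more than once. Replicates are separate samples because the labels name them so, which this statistic does not test. Plots were drawn with matplotlib.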

Results

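Gene expression was measured by RNA sequencing in bone marrow-derived macrophages of the mouse, in resting (M0) and M1-like cells given vehicle or the integrated stress response inhibitor ISRIB, with 3 replicates in each of 4 groups. The title of the series states an interest in the role of the integrated stress response in macrophage inflammation. Total counts per library were 489712 ± 28813 (SD, n = 3) in vehicle M0, 457433 ± 15129 in vehicle M1, 481545 ± 19397 in ISRIB M0 and 479406 ± 12576 in ISRIB M1. Between 4791 and 5665 of the 24552 symbols had a count in a library, 10978 had at least 1 count in any library, and 836 had a mean of at least 50 counts. The 10 genes with the most counts took 22.7% to 24.1% of a library in M0 and 27.4% to 29.5% in M1.

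The distribution of counts over genes was uneven in a way that bears on every comparison. Of the 24186 symbols matched to the annotation, the 5841 with an exon overlapping an exon of a gene on the opposite strand were 24.2% of the genes and held 92.3% of the counts, with a range of 91.2% to 93.1% over the 12 libraries. The 1960 symbols with such an overlap on the same strand were 8.10% of the genes and held 6.15% of the counts. Among matched genes with a mean of at least 50 counts, 89.6% had an opposite-strand overlap. The matched genes with the most counts were Tmem132a, with a mean of 17406 counts per library and an exon overlap with Slc15a3, Fdft1 with 14237 counts and an overlap with Ctsb, and Gm15441 with 13173 counts and an overlap with Txnip. Several transcripts that are abundant in most cells had fewer counts than these. The mean was 142.0 counts for Actb, 17.5 for Gapdh, which overlaps Iffo1 by 68 bases on the opposite strand, and 2.42 for Rpl3, and 78 ribosomal protein genes together held 0.0737% of all counts. Among macrophage genes the mean was 34 counts for Csf1r, 9.92 for Cd68 and 7.92 for Ptprc, though Lyz2 had 153.4. Values below are counts assigned to a symbol, which need not measure the expression of the gene of that name. Opposite-strand neighbours are given for the genes named in the comparisons.

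**Figure D1:**
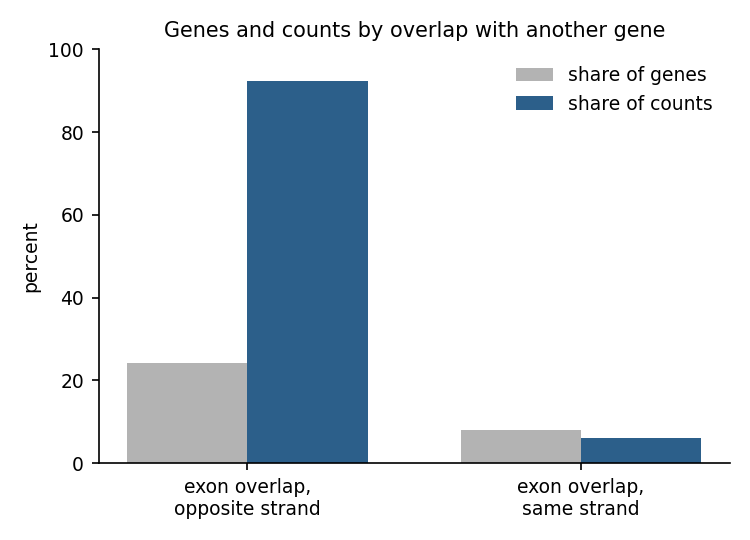
Share of matched genes (grey) and of all counts (blue), in percent, for genes whose exons overlap an exon of another gene on the opposite strand or on the same strand. Genes with an opposite-strand overlap were 24.2% of the genes and held 92.3% of the counts, while those with a same-strand overlap were 8.10% of the genes and held 6.15%.

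The first comparison asked how polarization changed expression in the vehicle-treated cells. The first principal component of the tested genes held 68.4% of the variance and separated all 6 M1 libraries from all 6 M0 libraries, and the second held 4.22%. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1055 of 2356 genes passed an adjusted p of 0.05 between vehicle M1 and vehicle M0, 572 higher and 483 lower in M1, and 846 of them had an absolute log2 fold change of at least 1. The number of genes past the threshold moved most, to 530, when only the 836 genes with a mean of at least 50 counts were tested. With the replicate number as a block, 1047 genes passed, 1027 of them also called without it. Deviations of same-numbered samples from their group means had a correlation across genes of -0.0161, which did not show that the numbers pair the samples.

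Of the 500 genes that met the rule for naming, the largest increases by fitted log2 fold change were in Rsad2, Med7, Tlr1, Phrf1 and Bcl2l14. All had at most 1 count in any vehicle M0 library, so their increases are lower bounds. Their rank above genes with more counts in M0 rests on the fit. Counts assigned to Phrf1, whose exons overlap Irf7 on the opposite strand, were at least 110-fold higher, at 626.2 ± 104.3 CPM (counts scaled to library size; SD, n = 3) in vehicle M1 against 0.675 ± 1.17 in M0. Rsad2 was at least 60.02-fold higher, with 340.2 ± 149.4 CPM in M1 and 0 counts in M0, and Med7, which overlaps 2310031A07Rik, was at least 57.5-fold higher with 326.1 ± 12.9. Tlr1 was at least 43.8-fold higher and Bcl2l14, which overlaps 4933406J09Rik, at least 75.3-fold higher. Adjusted p-values of these genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ran from 1.36e-10 for Rsad2 to 7.62e-15 for Phrf1.

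The largest decreases were in Cd163, Ccdc127, Prune2, Nat8l and 9130019P16Rik. Cd163 fell from 2825 ± 188 CPM (SD, n = 3) in vehicle M0 to 8.10 ± 9.64 in M1, a log2 fold change of -8.37 ± 0.30 (SE) with an adjusted p of 1.25e-17 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Prune2 had a log2 fold change of -6.92 ± 0.44 and 9130019P16Rik, which overlaps Chn2, one of -6.08 ± 0.37. No vehicle M1 library was above the floor for Ccdc127 or Nat8l, which were at least 44.1-fold and at least 25.0-fold lower. Ccdc127 overlaps Lrrc14b on the opposite strand.

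The markers fixed in advance had low counts. Of the 14 genes, 6 had enough counts to be tested, namely Nos2, Il1b, Cxcl9, Cxcl10, Ddit3 and Atf3. Nos2, Cxcl9 and Cxcl10 had 0 counts in all 3 vehicle M0 libraries and were at least 10.1-fold, at least 39.9-fold and at least 9.74-fold higher in vehicle M1, with adjusted p-values of 1.62e-05, 4.15e-11 and 6.76e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Il1b, which overlaps the antisense gene Il1bos, was at least 7.29-fold higher with an adjusted p of 0.000200 in the same edgeR test with Benjamini-Hochberg adjustment. Atf3 was higher in vehicle M1, with a log2 fold change of 2.01 ± 0.63 (SE) and an adjusted p of 0.0109 by edgeR with Benjamini-Hochberg adjustment, or 0.0114 with the block. Ddit3, which overlaps Mars, did not differ beyond the spread between replicates, with a log2 fold change of -0.13 ± 0.33 and an adjusted p of 0.776 by edgeR with Benjamini-Hochberg adjustment. Counts assigned to Mars were higher in vehicle M1, with a log2 fold change of 1.69 and an adjusted p of 2.78e-05 in the same test. The counts do not show which of these genes the reads came from. Trib3 and Chac1 had 0 counts in all 12 libraries, and Il6, Tnf, Atf4, Asns, Ppp1r15a (which overlaps Tulp2) and Psat1 had at most 10 counts in any library, so these 8 genes were below the filter on low counts and were not tested. Tnf had 0 counts in all 6 M0 libraries, 1, 2 and 2 in vehicle M1 and 2, 8 and 10 in ISRIB M1.

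**Figure D2:**
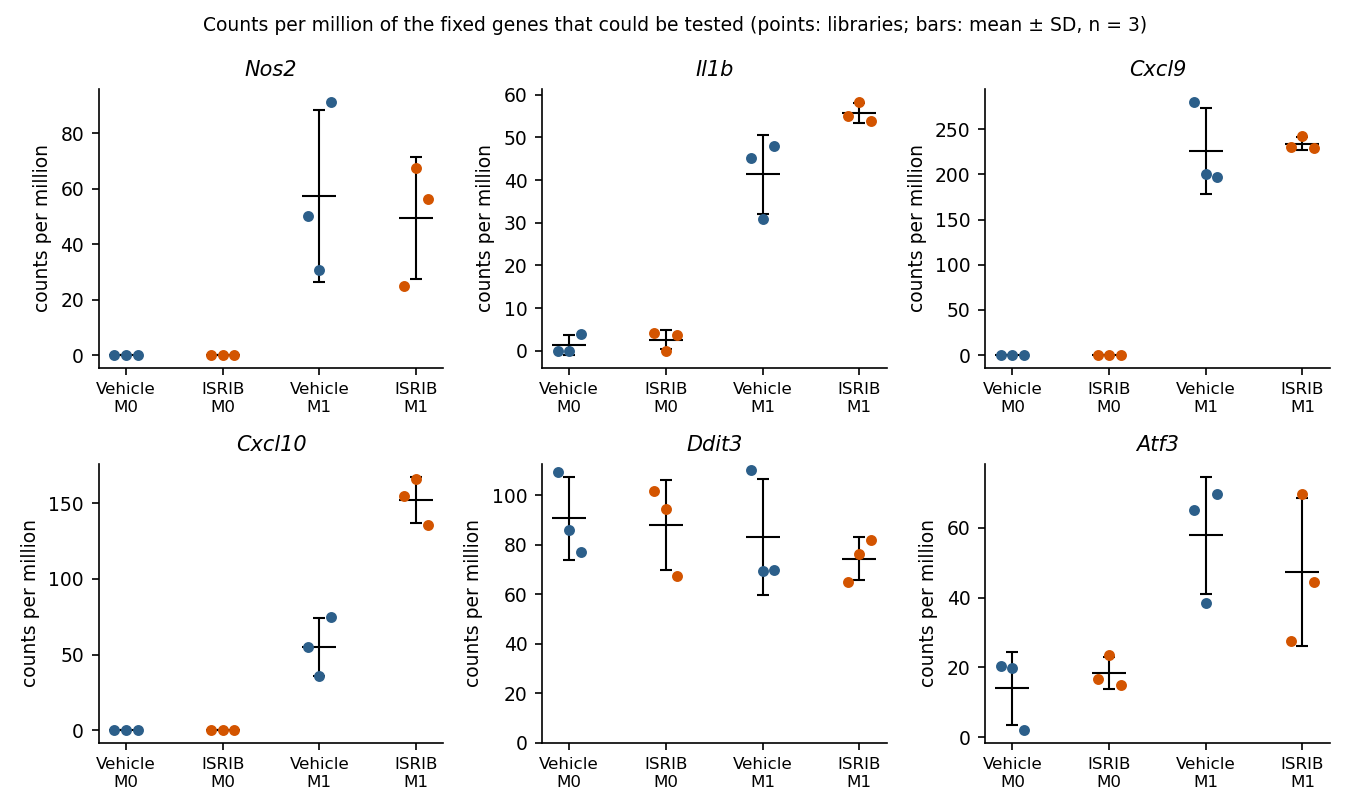
CPM (TMM-scaled) of the 6 fixed genes that could be tested, by group, with a point per library and bars for the mean ± SD of 3 replicates. Nos2, Cxcl9 and Cxcl10 were at 0 in all 6 M0 libraries and above 0 in all 6 M1 libraries, and Cxcl10 had a mean of 55.2 CPM in vehicle M1 and 152.3 in ISRIB M1.

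Lists of genes fixed before the data were examined were compared with the other tested genes. In vehicle M1 against M0, the interferon-stimulated list (20 of 32 members tested) was higher with a mean log2 fold change of 3.53 and an adjusted camera p of 6.03e-10 (Benjamini-Hochberg over 20 tests), or 2.35e-09 with the replicate block. Of these 20 genes, 19 were called higher after adjustment over all tested genes and 20 after adjustment over the list alone. The M1 inflammatory list (13 of 30 tested) had a mean log2 fold change of 2.62 and an adjusted camera p of 6.47e-05, or 4.31e-05 with the block, with 11 genes called higher on either adjustment. The chemotaxis and migration list (14 of 32 tested) had a mean of 1.73 and an adjusted camera p of 0.00878, or 0.0155 with the block, with 7 genes called higher and 1 lower, and 9 past the threshold over the list alone. The list of XBP1 and ATF6 arm targets (9 of 24 tested) did not pass, with a mean log2 fold change of 1.31 and an adjusted camera p of 0.0881, or 0.0710 with the block, while 5 of its 9 tested genes were called higher and 0 lower on either adjustment. The integrated stress response list (7 of 38 tested) had an adjusted camera p of 0.906, or 0.934 with the block, with 2 genes called higher and 1 lower, and 3 past the threshold over the list alone. The setting that moved the interferon-stimulated result most was the minimum mean of 50 counts, which left 2 of its genes and gave an adjusted camera p of 0.200. An inter-gene correlation estimated from the data gave 0.130 for that list and 0.242 for the chemotaxis list, so neither passed under that setting.

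The second comparison asked whether the polarization response was the same in the presence of ISRIB. Between ISRIB M1 and ISRIB M0, 1055 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 563 higher and 492 lower. With the replicate block 1026 passed, and the correlation of same-numbered deviations was 0.0414. Of the genes called in vehicle and in ISRIB, 837 were shared, 836 of them with the same direction, and 218 were called only in vehicle and 218 only in ISRIB. Among the 218 called only in vehicle, 205 changed the same way in ISRIB, and among the 218 called only in ISRIB, 191 changed the same way in vehicle. Across the 836 genes with a mean of at least 50 counts, the log2 fold changes with and without ISRIB had a Pearson r of 0.969 and a Spearman rho of 0.936. These values are across genes, which are not independent replicates. The least-squares slope of the ISRIB response on the vehicle response was 0.937 from the fitted fold changes. From log2 CPM with a prior count of 2, it was 0.964, 0.889 and 0.883 in replicate numbers 1, 2 and 3. Spread in the vehicle fold changes lowers such slopes, so values under 1 do not show a weaker response under ISRIB.

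The genes with the largest changes were largely shared. Med7, Bcl2l14, Phrf1 and Rsad2 were again among the 5 largest increases, joined by Ghdc, and Ccdc127, Cd163, Prune2 and Nat8l were again among the 5 largest decreases, joined by Ccdc152. Ghdc was at least 239-fold higher, at 1377 ± 136 CPM (SD, n = 3) in ISRIB M1 against 1.21 ± 2.10 in ISRIB M0. It also rose in vehicle, from 4, 2 and 0 counts in M0 to 528, 480 and 595 in M1. Ccdc152, which overlaps Selenop on the opposite strand, fell from 199.8 ± 23.1 to 4.55 ± 4.49 CPM, a log2 fold change of -5.34 ± 0.54 (SE). Cd163 had a log2 fold change of -7.58 ± 0.27 and Rsad2 one of 7.56 ± 0.56 in the presence of ISRIB. Nos2, Cxcl9 and Cxcl10 were at least 8.58-fold, at least 40.5-fold and at least 26.4-fold higher in ISRIB M1 than in ISRIB M0. Atf3 did not pass in ISRIB, with a log2 fold change of 1.35 ± 0.61 and an adjusted p of 0.0779 by edgeR with Benjamini-Hochberg adjustment.

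**Figure D3:**
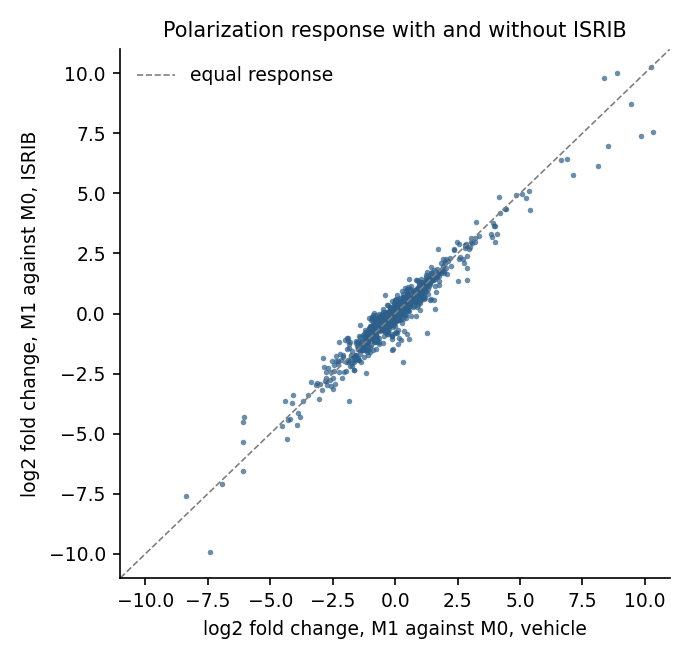
Log2 fold change of M1 against M0 in vehicle (horizontal axis) and in ISRIB (vertical axis) for the 836 genes with a mean of at least 50 counts, a point per gene, with a dashed line for equal responses. The points lie along the line, with a Pearson r of 0.969 and a slope of 0.937 across genes.

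The third comparison asked what ISRIB changed in M1-like cells. Between ISRIB M1 and vehicle M1, 0 of 2356 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 134 had an unadjusted p under 0.05, where 118 would be given by chance. The lowest adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.319, for Vgll4, which was chosen after its value was seen. With the replicate block 0 genes passed and 141 had an unadjusted p under 0.05, and the correlation of same-numbered deviations was -0.00390. Over the 836 genes with a mean of at least 50 counts, the median absolute log2 fold change was 0.14, against 0.69 for polarization in vehicle. Leaving out replicate 2 of ISRIB M1 moved the number most, to 1 gene, Rmdn1, which was chosen after its value was seen.

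Among the fixed genes with enough counts to be tested, Cxcl10 had the largest difference, at 152.3 ± 15.3 CPM (SD, n = 3) in ISRIB M1 and 55.2 ± 19.3 in vehicle M1. Its log2 fold change of 1.46 ± 0.45 (SE) had an unadjusted p of 0.00381 in edgeR's model across all genes and an adjusted p of 0.806 after Benjamini-Hochberg adjustment, or 0.826 with the block, so it did not pass. Adjustment over the fixed genes alone was not made. In the 6 fits that each left out a sample, the log2 fold change of Cxcl10 ran from 1.23 to 1.73. It passed over all tested genes in none of them. Cxcl10 overlaps Art3 on the opposite strand. The log2 fold changes under ISRIB in M1 were -0.21 ± 0.65 for Nos2, 0.43 ± 0.66 for Il1b, 0.05 ± 0.28 for Cxcl9, -0.16 ± 0.34 for Ddit3 and -0.29 ± 0.58 for Atf3, all smaller than their standard errors. The direction for Nos2, Cxcl9 and Ddit3 changed when single replicates were left out.

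Among the lists, the interferon-stimulated list was higher in ISRIB M1 than in vehicle M1, with a mean log2 fold change of 0.41, an adjusted camera p of 0.00254 (Benjamini-Hochberg over 20 tests), and 0.00409 with the replicate block. Of its 20 tested genes 15 were higher, and 0 passed the threshold over all genes or over the list alone, with 2 at an unadjusted p under 0.05. The mean of the list was higher in ISRIB M1 in 2 of the 3 same-numbered pairs, with differences of -0.19, 1.25 and 0.16 on the log2 scale in replicates 1, 2 and 3. Without replicate 2 the adjusted camera p was 0.919, and with the inter-gene correlation estimated from the data, at 0.225 for this list, it was 0.514. The other lists had adjusted camera p-values of 0.550 or more, and the integrated stress response list had a mean log2 fold change of -0.04 and an adjusted camera p of 0.932.

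The fourth comparison asked what ISRIB changed in M0 cells. Between ISRIB M0 and vehicle M0, 0 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 143 had an unadjusted p under 0.05. With the replicate block 0 passed and 141 had an unadjusted p under 0.05, and the correlation of same-numbered deviations was 0.0756 over all tested genes and 0.150 over those with a mean of at least 50 counts. The lowest adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.0727, for Nisch, which was chosen after its value was seen. Without a filter on low counts 10 genes passed, all higher under ISRIB. That fit also moved p-values in other contrasts, so its calls cannot be set beside those of the filtered fit. All 5 lists had adjusted camera p-values of 0.550 or more without the block and with it. With adjustment over the interferon-stimulated list alone, 1 of its genes passed, Gbp7, with 0 counts in each vehicle M0 library and 11, 1 and 9 in ISRIB M0, and it was chosen after its value was seen. Its adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.00281 over the list and 0.111 over all tested genes.

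**Figure D4:**
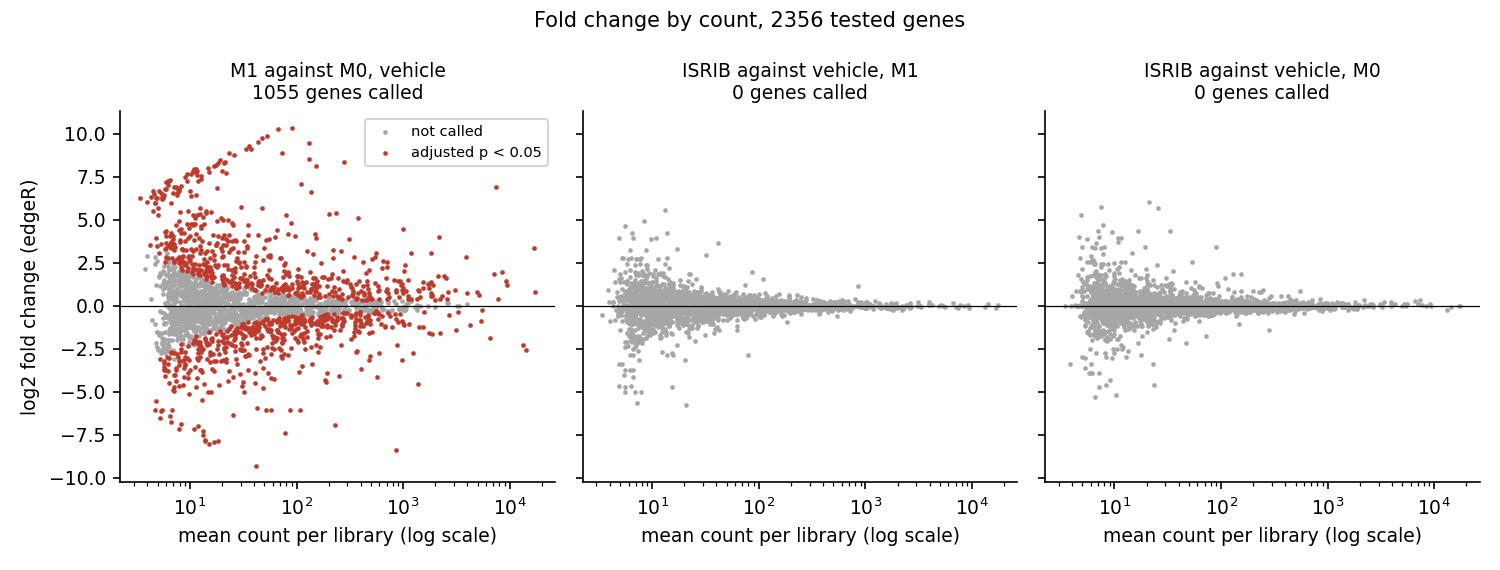
Log2 fold change (vertical axis) against the mean count per library (horizontal axis, log scale) for the 2356 tested genes in M1 against M0 with vehicle, ISRIB against vehicle in M1, and ISRIB against vehicle in M0, a point per gene. Red points passed an adjusted p of 0.05 in edgeR's test with Benjamini-Hochberg adjustment, 1055 in the first panel and 0 in the others.

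The last comparison asked whether the effect of ISRIB differed between M1 and M0 cells. In the interaction, 0 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 167 had an unadjusted p under 0.05. With the replicate block 3 genes passed, Basp1, Mrpl48 and 4930539J05Rik, all with a lower ISRIB effect in M1 than in M0, and 154 had an unadjusted p under 0.05. These genes were chosen after their values were seen. The correlation of same-numbered deviations was 0.0176. The interferon-stimulated list had an adjusted camera p of 0.175, or 0.218 with the block, and the other lists were at 0.550 or more, so no list passed at the preset settings with all samples. With a replicate number left out, the interferon-stimulated list passed without replicate 1 (0.0326) and without replicate 3 (0.0274), and not without replicate 2 (0.919). Over that list alone, Gbp7 was again the 1 gene past the threshold, with an adjusted p by edgeR with Benjamini-Hochberg adjustment of 0.00814, against 0.192 over all tested genes.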

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

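Among the tests in this part, the one on opposite-strand neighbours was chosen only after the result was seen.

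A difference in the effect of ISRIB between M1 and M0 cells appeared for 3 genes once the replicate number entered the fit as a block. The adjusted interaction p (edgeR's quasi-likelihood test, Benjamini-Hochberg) was 0.0244 for Basp1, 0.0244 for Mrpl48 and 0.0449 for 4930539J05Rik, against 0.183, 0.211 and 0.211 without the block. The block was not the only setting under which they passed. Without it, but also without a filter on low counts, all 3 were among the 9 genes called, with adjusted p-values (edgeR, Benjamini-Hochberg) of 1.1e-07, 0.000283 and 0.000337, and Basp1 and Mrpl48 passed when replicate 1 of ISRIB M0 was left out, at 0.00523 and 0.0200. Leaving out replicate 2 of ISRIB M0 gave 1 other gene, Gbp7, and the remaining settings without the block gave 0 genes. All 3 genes had a mean above 50 counts, yet with that minimum the lowest adjusted p (edgeR, Benjamini-Hochberg) of any gene was 0.420. The lowest was 0.0804 with the DESeq2 Wald test, 0.229 with limma-voom and 0.218 with edgeR on halved counts, all adjusted by Benjamini-Hochberg. The calls therefore depended on the filter and the test. The log2 interaction with the block was -1.45 ± 0.27 (SE), -2.06 ± 0.39 and -1.40 ± 0.29. Basp1 was at 333.4 ± 97.9 CPM (SD, n = 3) in vehicle M0 and 614.5 ± 279.4 in ISRIB M0, and at 2429 ± 380 in vehicle M1 and 1634 ± 478 in ISRIB M1. ISRIB was higher in all 3 same-numbered M0 pairs for each gene, and lower in all 3 M1 pairs for Basp1 and Mrpl48 and in 2 of 3 for 4930539J05Rik.

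A share of 0.05 or more of the swaps gave as many genes, so these calls could be due to the way samples happened to fall. With the block, 2 of the 32 swaps of vehicle and ISRIB within same-numbered pairs, the real arrangement included, gave at least 3 genes, and the other of these gave 9. By the number of genes at an unadjusted p under 0.05, 3 of the 32 swaps were as large as the real arrangement with the block and 2 of 32 without it. By called genes without the block, where 0 passed and 167 had an unadjusted p under 0.05, 32 of 32 swaps gave as many, which a count of 0 fixes in advance. All these swaps part the same pairs as the real arrangement.

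Dependence on single libraries remains a possible explanation. In 12 fits with the block that each left out a library, the highest adjusted p (edgeR, Benjamini-Hochberg) was 0.247 for Basp1, 0.247 for Mrpl48 and 0.331 for 4930539J05Rik, and the genes passed in 8, 7 and 5 of the 12 fits. Scaling explained less. With DESeq2 size factors and the block, 2 of the 3 genes passed, with adjusted p-values (edgeR, Benjamini-Hochberg) of 0.0270, 0.0270 and 0.0524, and with upper-quartile scaling and the block they were 0.0190, 0.0190 and 0.0417. As to reads of a gene on the opposite strand, 2 of the 3 genes overlap an exon of a protein-coding gene there, Mrpl48 with Rab6a and 4930539J05Rik with Ube2d3, while Basp1 has none. Which strand the reads came from is not shown by counts, so for those 2 genes a change in the named gene cannot be told apart from a change in its neighbour. A biological difference in the response to ISRIB was not separated from the arrangement of samples or from single libraries.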

How the results depend on the processing

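No test in this part was chosen only after a result was seen, except that the alternatives with halved counts and with only genes that have an opposite-strand overlap were chosen after seeing the data. The cause was not tested for any change listed here unless stated.

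For M1 against M0, the counts of 1055 genes in vehicle and 1055 in ISRIB stayed within 1.5 times under every alternative but one. Testing only genes with a mean of at least 50 counts gave 530 and 523, since 836 genes were tested, and 504 genes in each contrast were shared with the full test. Fits that each left out a sample gave 963 to 1024 genes in vehicle and 937 to 1002 in ISRIB, and the replicate block gave 1047 and 1026. No scaling moved the median log2 fold change of a contrast by over 0.1. Each scaling places the bulk of the genes near 0, so this does not test whether most genes were unchanged. TMM factors ran from 1.067 to 1.153 in M0 libraries and from 0.8724 to 0.9301 in M1 libraries.

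For ISRIB against vehicle in M1, 0 genes passed under all alternatives that kept every sample (119 to 355 at an unadjusted p under 0.05 where at least 2356 genes were tested), and 0 to 1 in the 6 fits that each left out a sample. The 1 gene was Rmdn1, without replicate 2 of ISRIB M1. For ISRIB against vehicle in M0, the DESeq2 Wald test gave 3 genes (Ccnl2, Gbp7 and Nisch), limma-voom 1 (Gm15441), no low-count filter 10, and leaving out a sample 0 to 6, with 2 (Gbp7 and Nisch) without replicate 2 of ISRIB M0. For the interaction, no low-count filter gave 9 (Basp1, Mrpl48 and 4930539J05Rik among them), the replicate block 3, and leaving out a sample 0 to 4, where the 4 were Basp1, Mir762 (which overlaps Bcl7c on the opposite strand), Mrpl48 and Pitpna without replicate 1 of ISRIB M0 and 1, Gbp7, passed without replicate 2 of ISRIB M0. The genes named here were chosen after their values were seen.

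Several list results depended on the test (adjusted p, Benjamini-Hochberg over 20 tests). The XBP1 and ATF6 list in vehicle M1 against M0 passed with fry, at 0.000904. Unlike camera, fry asks whether listed genes changed at all, not whether they changed more than other genes. With 1055 genes called in this contrast, that pass does not show a rise particular to the list. With camera the list ranged from 0.0326 to 0.126 across the 3 fits that each left out a replicate number. The chemotaxis list there was at 0.242 with the inter-gene correlation estimated and 0.586 with the minimum mean of 50 counts, and the interferon-stimulated list at 0.130 and 0.200. The interferon-stimulated list under ISRIB in M1 was at 0.276 with fry, 0.514 with the correlation estimated, 0.556 with the minimum mean, and 0.000399 to 0.919 with a replicate number left out. With the minimum mean of 50 counts the direction reversed for the chemotaxis list under ISRIB in M1 (0.936), in M0 (0.659) and in the interaction (0.677), for the integrated stress response list under ISRIB in M0 (0.659), and for the interferon-stimulated list in the interaction (0.936). That minimum left fewer than 2 genes of the M1 inflammatory and the XBP1 and ATF6 lists, which gave no value.

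Leaving out a replicate number reversed or moved other list results, whose adjusted p-values ranged as follows. The integrated stress response list ran from 0.818 to 0.946 in M1 against M0, 0.707 to 0.919 under ISRIB in M1, 0.428 to 0.946 under ISRIB in M0 and 0.707 to 0.919 in the interaction. The M1 inflammatory list ran from 0.102 to 0.919 under ISRIB in M1. The chemotaxis list ran from 0.182 to 0.919 under ISRIB in M1, 0.529 to 0.938 in M0 and 0.0869 to 0.919 in the interaction. The interferon-stimulated list ran from 0.509 to 0.966 under ISRIB in M0 and 0.0274 to 0.919 in the interaction, where it passed without replicate 1 (0.0326) and without replicate 3 (0.0274). The XBP1 and ATF6 list ran from 0.174 to 0.919 under ISRIB in M1, 0.707 to 0.8997 in M0 and 0.428 to 0.919 in the interaction.

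Of 44 fold changes of named genes, 6 reversed in fits that left out a sample, none of them past the threshold. Log2 fold changes ran from -0.371 to 0.0474 for Ddit3 in vehicle M1 against M0, and under ISRIB in M1 from -0.51 to 0.29 for Nos2, -0.0421 to 0.232 for Cxcl9 and -0.27 to 0.10 for Ddit3. Under ISRIB in M0 they ran from -0.15 to 0.13 for Ddit3 and -0.11 to 0.73 for Atf3. Atf3 in M1 against M0 passed in ISRIB with counts halved, and no longer passed in vehicle without replicate 3 of vehicle M0. In simulated counts, 11.8% of 2-fold and 52.9% of 4-fold changes were recovered in genes with a mean under 50 counts, and 69.8% of 2-fold and 100% of 4-fold changes at or above it. Changes of 2-fold and 4-fold were therefore missed more often in low-count genes. Changes under 2-fold were not simulated, so the simulation does not show whether they would be found. Among the 836 genes above that mean 0 also passed under ISRIB in M1 and in M0, with 49 and 58 at an unadjusted p under 0.05.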

Other observations

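The tests in this part on even counts, on the rise of listed genes with no opposite-strand overlap, and on the interferon-stimulated list were chosen only after the result was seen.

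Counts lay mostly in genes that overlap another gene on the opposite strand, and several genes that most cells express had low counts, such as Rpl3 with a mean of 2.42, though Actb had 142.0. One candidate explanation is that reads were assigned to the strand opposite to their transcript. Genes with an opposite-strand exon overlap held 92.29% of the counts and were 24.2% of the genes, 3.82 times their share. Overlap on the same strand was tested as another explanation, and such genes held 6.15% of the counts, below their 8.10% of the genes. Under the first explanation a symbol would report its opposite-strand neighbour. The 7 tested genes whose neighbour is in the M1 inflammatory, chemotaxis or interferon-stimulated lists had a median log2 fold change of 1.86 in vehicle M1 against M0, against -0.08 in 1554 other genes with a neighbour, with a one-sided permutation p of 0.0028 over 100000 resamples. Of the 7, 6 were higher and 5 of those were called, among them Phrf1 beside Irf7, Mir6381 beside Gbp2, Gm14023 beside Il1a and Zmynd15 beside Cxcl16. The remaining gene, Cerkl beside Itga4, went the other way and was called lower, with a log2 fold change of -0.45 and an adjusted p of 0.00240 (edgeR, Benjamini-Hochberg). The strand setting was not stated, and the reads were not analysed here.

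Low counts were mostly even. Of the counts between 1 and 20, 64.89% were even, with a range of 62.2% to 67.2% over the libraries, and there were 12645 values of 2 and 6991 of 1. This may reflect both mates of a read pair being counted separately, in which case the number of independent fragments would be lower than the counts. With counts halved and rounded up, 895 genes passed in vehicle M1 against M0 and 904 in ISRIB, 860 and 860 of them shared with the counts as deposited.

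Low counts of interferon-stimulated genes without an opposite-strand overlap still rose with polarization, and 16 of 16 tested were higher in vehicle M1. A small share of reads counted in the other orientation could give this, and so could correct counting of a small share of the library, so the counts cannot tell these apart.

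That 0 genes passed under ISRIB (134 in M1 and 143 in M0 at an unadjusted p under 0.05) may in part reflect which transcripts were counted. Of 38 integrated stress response targets, 7 had a mean of at least 10 counts or a tested neighbour on the opposite strand. Lists of 2 to 4 such neighbours did not pass under ISRIB, with a lowest adjusted camera p of 0.0752 (Benjamini-Hochberg; 0.00752 unadjusted), for 4 neighbours of XBP1 and ATF6 targets in M1, all 4 of them higher, with a mean log2 fold change of 0.67. Lists this small cannot show that there was no shift. The data therefore do not show whether ISRIB changed the other targets.

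The rise of the interferon-stimulated list under ISRIB in M1 may come from the listed genes varying together between libraries. Their estimated inter-gene correlation was 0.225, and with it the adjusted camera p was 0.5135, with a range of 0.000399 to 0.919 over the alternatives. Among the 6 M1 libraries, the mean of the list was lowest in replicate 2 of vehicle M1, at 5.38 log2 CPM, and highest in replicate 2 of ISRIB M1, at 6.63. The same libraries also had the lowest and highest share of counts in genes without an opposite-strand overlap among those 6, 7.32% and 8.78%. For the 16 listed genes without such an overlap, the mean log2 fold change was 0.33 against all tested genes and 0.27 when libraries were scaled on, and the list compared with, the 761 tested genes without an overlap. The camera p went from 0.0111 to 0.0385 at the preset correlation, so that difference in share did not fully account for the shift there. With the correlation estimated, the p was 0.197 before and 0.241 after, so these genes passed on neither scaling. The 2 tested neighbours of listed interferon-stimulated genes, Mir6381 and Phrf1, had a mean log2 fold change of -0.03. A biological effect of ISRIB on this list was not separated from variation of single libraries.

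Other splits of the samples were counted beside each number of genes. Of the 4 splits of the 6 vehicle libraries that part all 3 same-numbered pairs, 1, the real split, gave as many genes as M1 against M0, and the same held for the 6 ISRIB libraries, where the other splits gave 0 genes (34 to 76 in ISRIB and 41 to 70 in vehicle at an unadjusted p under 0.05, over all 9 other splits). With 4 splits the share cannot fall under 0.05. For ISRIB against vehicle, 4 of 4 such splits gave as many as the real 0 in M1 and in M0, which a count of 0 fixes in advance, and by the number at an unadjusted p under 0.05 the real split came first in both, with 1 of 4 as large. Over all 10 splits, 3 in M1 and 4 in M0 were as large by that number, the real split included. The 6 other splits of each set part 1 pair, and among them the highest count was 2 genes in M1 and 5 in M0.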
